A study of Mus musculus with 2 samples.

How the data were processed

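Single-cell RNA sequencing was analysed in 2 libraries of mouse kidney from postnatal day 0. The labels give both libraries the same genotype, Rbpj c/+ ; Foxd1cre/+, read here as 1 copy of a conditional Rbpj allele together with a Cre recombinase driven by Foxd1. Both libraries therefore formed 1 group with n = 2, and the replicate numbers are names in the order of deposit. No library of another genotype was analysed here, so no effect of the genotype could be tested. Library-to-library differences were described without a test.

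The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and barcode, produced with Cell Ranger 4 per the file headers. Per the labels, single-cell suspensions were processed on the Chromium system and the 3' ends of the cDNA were sequenced. The matrices hold all barcodes, not only cells: 2761081 barcodes with 200331687 UMIs in replicate 1 and 2545815 barcodes with 173166168 UMIs in replicate 2. They list 32285 genes with Ensembl identifiers and symbols, and neither the headers nor the labels name the genome build. Of these identifiers, 32158 were found in the GENCODE M21 annotation of GRCm38, 31436 of them with the same symbol. Coordinates are those of that annotation. Symbols carried by more than 1 identifier are written with the identifier appended.

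A barcode was called a cell when its UMIs reached the 99 percentile of the top barcodes divided by 10, with the number of top barcodes found by iteration in each library from a start of 3000. It also needed at least 500 UMIs, at least 500 genes and at most 20% mitochondrial UMIs over 13 mitochondrial genes. Scrublet scores were computed per library in scanpy 1.11.5, and the highest 0.8% per 1000 called cells were removed as doublets, 22 and 20 cells. The UMI rule gave thresholds of 22264 and 24513 UMIs and kept 1653 and 1564 cells. The fewest barcodes between background and cells lay much lower, at 3981 to 5012 UMIs in replicate 1 and 5012 to 6310 UMIs in replicate 2. The rule therefore kept only the deepest barcodes. It was retained as the main rule because it had been fixed beforehand, and the alternative of at least 3000 UMIs, likewise fixed, which kept 5284 and 4064 cells, is given beside the main results. That alternative removed 245 and 142 doublets.

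Counts were scaled to a common total per cell and log-transformed. The 2000 most variable genes gave 30 principal components and a graph of 15 nearest neighbours, which was divided by the Leiden method at resolution 1 (igraph 0.11.9, scikit-learn 1.9.0). Mitochondrial and ribosomal genes stayed out of this step, as did fixed lists of 40 Notch pathway genes including Rbpj, Foxd1, 93 cell cycle genes, 14 stress genes, and Xist, Tsix and 4 Y-linked genes. Python 3.11.15, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.

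Clusters were named "X-like" from fixed markers of 14 cell types, 110 genes in all. A marker counted as raised at a cluster's mean CPM (counts per 1000000 UMIs) at least 2-fold the mean of the other clusters, with 5 CPM added to both, in at least 10% of its cells. A cluster took the type with the highest mean log2 fold among those with at least 3 raised markers. It stayed unnamed when its 10 leading genes, from genes detected in at least 25% of its cells, held more markers of another type. It also stayed unnamed when it was shallow, with a median depth under its library's median divided by 3, and had no marker among those 10 genes. The last condition was set after the clusters had been seen: a cluster with no marker among its 10 leading genes needed 40% of the type's markers raised. It kept out 1 cluster at 3000 UMIs, led by Atp6v1g3, Slc4a9 and Foxi1, with 1.72% of cells in replicate 1 and 1.40% in replicate 2. A first version of the rule had refused clusters with 60% of the markers of an unrelated type raised. Under that version the main rule for cells gave no stroma-like or mural-like class and left the larger endothelial cluster unnamed, so it was replaced. It is kept as an added alternative.

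Cells are not replicates. Counts were summed per library and class, and classes with at least 20 cells in both libraries entered 1 fit of edgeR 4.0.16 (limma 3.58.1, R 4.3.3): trimmed-mean scaling, filterByExpr, class means and the library as a block. The fit held 9 classes, 18 sums and 8 residual degrees of freedom, and 11 classes, 22 sums and 10 degrees of freedom at 3000 UMIs. The immune-like class entered the latter only, having 16 and 17 cells under the main rule. Quasi-likelihood F tests were two-sided. Each class was set against the unweighted mean of the other classes on the log scale, and mural-like and nephron progenitor-like cells against stroma-like cells. Benjamini-Hochberg adjustment covered all tested genes that had not served for clustering or naming, 15762 genes under the main rule, with a threshold of 0.05. Counts of calls are also given adjusted over the list alone. The 2020 genes used for clustering or naming are not reported as results. Standard errors are the fold change divided by the square root of F. Values per library are differences of log2 CPM with a prior count of 2, and stand for the fits without a replicate, which cannot be made with 1 library.

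The fit was tested on simulated counts in which 200 drawn genes were changed in stroma-like cells, of which 192 were tested again under the main rule. All classes otherwise shared the same profile, and each change was far larger than the Rbpj value reported below. Classes that differ in many genes, classes lacking a gene and small changes were therefore not tested. For stroma-like cells against the mean of the other classes, 141 of 192 changed genes were recovered with 4 false calls among 14839 genes. At 3000 UMIs, 165 of 193 were recovered with 1 false call among 15524 genes. The count of genes apart between the libraries was tested on counts split at random between them, for stroma-like cells at 3000 UMIs. The moved genes were shifted 4-fold and had at least 200 counts. All 200 moved genes were found, with 6 other genes, among 13019. Recovery of genes with fewer counts or smaller shifts was not tested.

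Shares of cells carry exact Clopper-Pearson 95% intervals, which cover counting error only. For the cell cycle measure each cell was thinned to 2000 UMIs, and cells with at least 3 UMIs over the cell cycle list were counted. No cell kept under the main rule or at 3000 UMIs was too shallow for it, and with at least 1000 genes the shallower cells were left out of it. No test of these shares was made. Library differences were counted over genes with at least 50 counts in both libraries together, at a CPM ratio of at least 2 after adding 1 count. The same count in 100 simulated pairs with equal proportions gave the level from counting error. Where a class has no count of a gene in either library, 3 counts serve as the floor.

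The named genes are Rbpj and Foxd1. Of the Notch list in each contrast and of the cell cycle list, the 3 largest fold changes past the threshold with the same direction in both libraries are named. Between libraries the 3 genes furthest apart each way are named, and the sex-linked genes are always given. Groups, tests, markers, lists, the choice of named genes and the alternative settings were fixed before the data were examined.

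The alternative settings were cells with at least 1000 genes or at least 3000 UMIs, at most 10% mitochondrial UMIs, no doublet removal or doubled removal, Leiden resolutions 0.5 and 2, each library clustered alone, and leaving out each library. For the fits they were DESeq2 1.42.0 size factors or its Wald test, no filter on low counts, no replicate block, classes with at least 100 cells, other classes weighted by cells, only the 2 classes compared, and ambient RNA subtracted. For the other counts they were thinning to 1000 UMIs or none, at least 5 cell cycle UMIs, at least 200 counts in both libraries together, no count added, and CPM of trimmed-mean totals. Combining 3000 UMIs with each choice of the fit, and leaving out the immune-like class, were added after seeing the data. The ambient profile came from barcodes with at most 100 UMIs and was scaled by the median haemoglobin share of a class's cells. The original wording, scaling by haemoglobin in non-erythroid cells, left the measure open, and haemoglobin pooled over the class was tried first. It was replaced after its values were seen because a few cells rich in haemoglobin set it: in mural-like cells of replicate 1 it took away 100% of the counts, where 2 of 79 cells exceeded 1% haemoglobin. Both scalings are given.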

Results

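The data describe the cells of 2 newborn mouse kidneys, or pools of kidneys, at postnatal day 0, as UMI counts per gene and barcode. Both libraries carry 1 genotype label, with a conditional Rbpj allele and Foxd1-driven Cre. Rbpj encodes the DNA-binding partner of Notch receptors, and Foxd1 marks stromal progenitors of the developing kidney. The series states no more of its purpose than single-cell RNA sequencing of newborn kidneys. The comparisons therefore ask which cell classes were recovered, where Rbpj, Foxd1 and the Notch pathway were expressed among them, and how far the libraries differed.

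Replicate 1 held 200331687 UMIs and replicate 2 held 173166168 UMIs. Cells kept under the main rule numbered 1653 in replicate 1, with medians of 41411 UMIs, 7377 genes and 5.31% mitochondrial UMIs. In replicate 2 they numbered 1564, with medians of 39857 UMIs, 7091 genes and 5.09% mitochondrial UMIs. They held 49.5% and 52.1% of each library's UMIs. More than 100000 UMIs were found in 255 cells of replicate 1 and 196 cells of replicate 2, and the deepest cells had 310349 and 334283 UMIs. Doublets that the caller missed are not excluded among such cells, or among the other cells kept. Of 1675 and 1584 barcodes called under the main rule, 1653 and 1564 were kept. Doublet removal at 3000 UMIs left only 1533 and 1491 barcodes above the main threshold. The main cells therefore include many barcodes that the other rule removed as doublets. At 3000 UMIs, 5284 cells with a median of 14730.5 UMIs and 4064 cells with a median of 19784 UMIs were kept. Of the alternatives, at least 1000 genes moved the number of cells most, to a mean of 4902 per library from 1608.5.

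**Figure D1:**
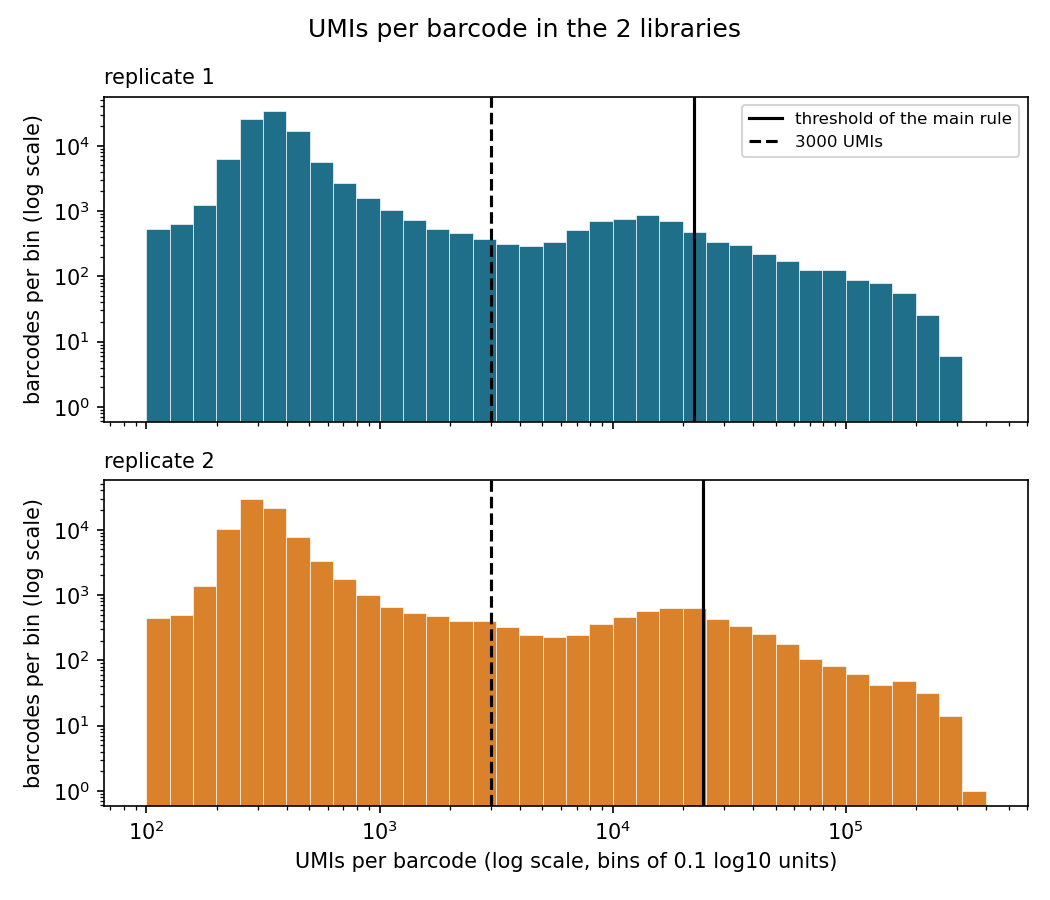
Barcodes per bin (log scale) against UMIs per barcode (log scale) in each library, with the main threshold as a solid line and 3000 UMIs as a dashed line. The main threshold of 22264 UMIs lies above the peak of the cell barcodes in replicate 1, and that of 24513 UMIs lies within the highest bin of cell barcodes in replicate 2.

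Xist was counted at 883 CPM in replicate 1 and 788 CPM in replicate 2. Its antisense transcript Tsix stood at 43.7 and 39.3 CPM, and reads shared between these overlapping genes could not be separated here. Of the Y-linked genes, Eif2s3y had 0 counts in both libraries. Ddx3y had 2 and 0 counts, Kdm5d 4 and 2, and Uty 6 and 2. At 3000 UMIs Xist stood at 891 and 817 CPM, and Eif2s3y again had 0 counts.

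Clusters were grouped into 11 named classes. Nephron progenitor-like cells made up 15.7% ± 2.33 of cells (SD, n = 2), loop of Henle or distal tubule-like cells 18.2% ± 3.53 and proximal tubule-like cells 14.6% ± 1.54. Ureteric or collecting duct-like cells made up 13.0% ± 1.30, early nephron-like cells 9.72% ± 3.53 and endothelial-like cells 8.60% ± 0.499. The smaller classes were mural-like at 5.46% ± 0.961, stroma-like at 3.06% ± 2.36, podocyte-like at 2.25% ± 0.835, immune-like at 1.03% ± 0.0842 and urothelium-like at 0.498% ± 0.0195. Clusters without a name held 7.84% ± 0.483. They were led by Stxbp5l, Grid1 and Cdh6 in a cluster of 213 cells, and by Atp6v1g3, Atp6v0d2 and Aqp6 in a cluster of 39 cells. No cluster was named from the erythroid, glial or adrenal markers under the main rule.

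The libraries differed beyond counting error in some classes, which sets the precision of these shares. Early nephron-like cells made up 12.2% of replicate 1 (exact 95% interval 10.7 to 13.9) and 7.23% of replicate 2 (5.99 to 8.62). Loop of Henle or distal tubule-like cells made up 15.7% (14.01 to 17.6) and 20.7% (18.7 to 22.8). Stroma-like cells made up 1.39% (0.884 to 2.08), 23 cells, and 4.73% (3.73 to 5.90), 74 cells. Mural-like cells made up 4.78% (3.80 to 5.92) and 6.14% (4.9998 to 7.44). The share of stroma-like cells depended most on the rule for cells. It was 17.7% (16.7 to 18.8), 937 cells, and 22.7% (21.4 to 24.0), 922 cells, at 3000 UMIs, and reached a mean of 22.9% with at least 1000 genes. At 3000 UMIs an erythroid-like class appeared, at 0.625% and 1.30%, no urothelium-like class did, and podocyte-like cells rose to 5.87% and 3.99%. The main mural-like cluster was led by Myh11, Acta2, Dcn, Lrriq1 and Col3a1, which include stromal markers. The main stroma-like cluster was led by Gm32647, Mgp, Pcdh9, Cntn4 and Gdnf. At 3000 UMIs, 1 of the mural-like clusters held 50 cells of replicate 1 and 3 of replicate 2. Of the 79 and 96 main mural-like cells, 17 and 24 were mural-like at 3000 UMIs, 16 and 44 were stroma-like, and 39 and 17 were removed there as doublets. The main mural-like class is therefore a mixture by the other rule. Of the 23 and 74 main stroma-like cells, 19 and 66 were stroma-like at 3000 UMIs.

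**Figure D2:**
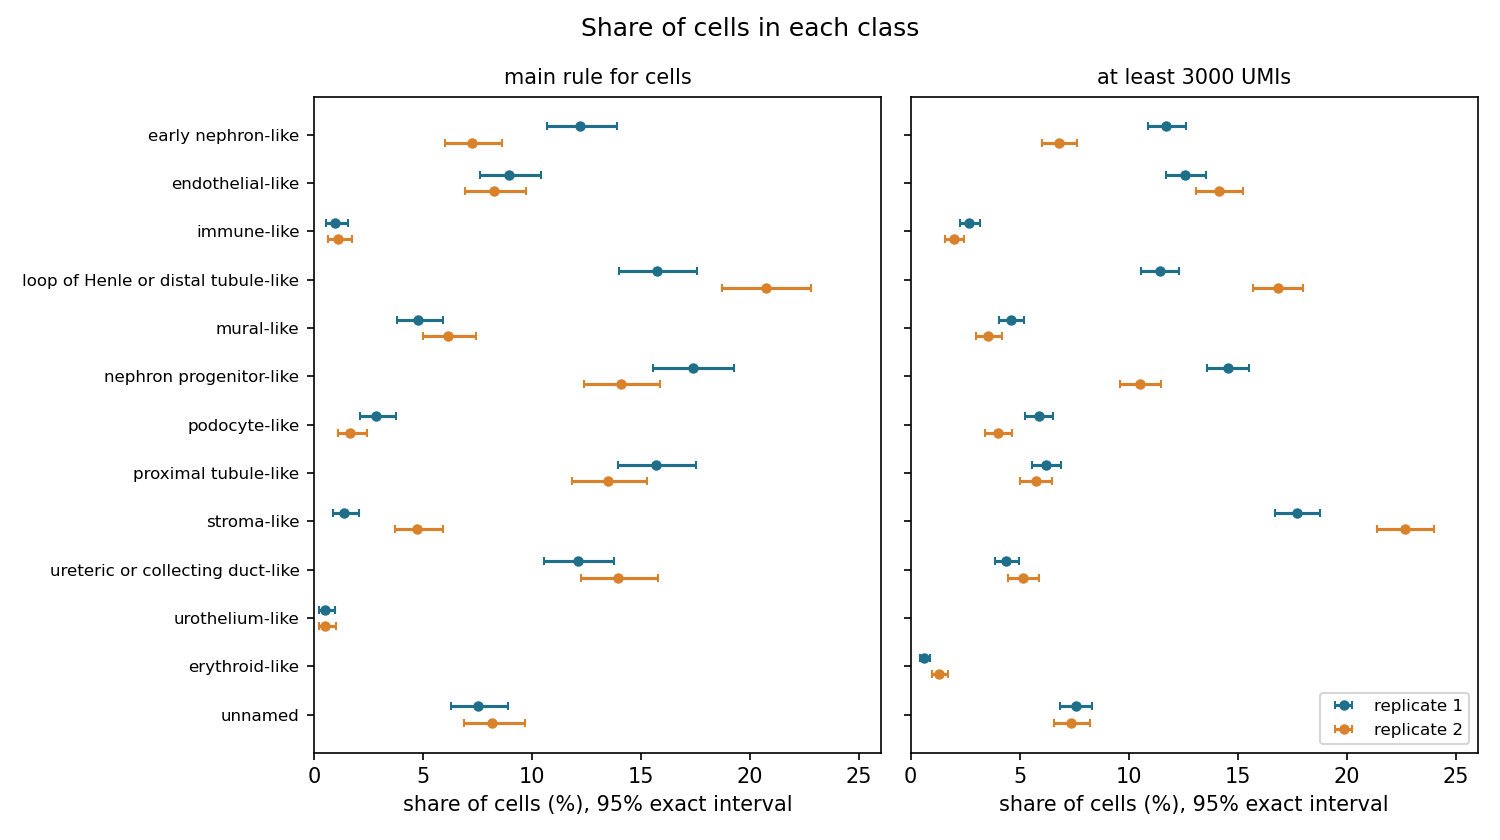
Share of cells in each class (%) per library under the main rule and at 3000 UMIs, with exact 95% intervals for counting error. Stroma-like cells stood at 1.39% and 4.73% under the main rule and at 17.7% and 22.7% at 3000 UMIs.

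Rbpj, the gene named in the genotype, was compared first. It is ENSMUSG00000039191, on the plus strand of chromosome 5 from 53466152 to 53657362 in GRCm38. The conditional allele's recombination cannot be read from 3' counts. The pseudogenes Rbpj-ps1 and Rbpj-ps3 are not listed as features, and whether their reads were assigned to Rbpj is not stated. Rbpj stood at 61.2 ± 12.5 CPM (SD, n = 2) in stroma-like cells, from 44 and 133 counts, and at 71.3 ± 2.71 CPM in mural-like cells. It was 106 ± 0.492 CPM in nephron progenitor-like, 90.9 ± 22.6 CPM in podocyte-like and 85.9 ± 8.01 CPM in early nephron-like cells, and lowest of the fitted classes in proximal tubule-like cells at 44.1 ± 0.602 CPM. The 33 immune-like cells, which were too few to enter the fit, had 503 ± 252 CPM. Against the mean of the other classes, Rbpj in stroma-like cells differed by a log2 fold change of -0.28 (SE 0.13). This did not pass the threshold in edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p 0.118). Both libraries were lower, by -0.10 and -0.37. The alternative that moved it most was pooled haemoglobin subtraction, at -0.90 (edgeR adjusted p 0.667). Over all alternatives the adjusted p ran from 0.0139 to 0.804. At 3000 UMIs it passed the threshold, with -0.38 (edgeR adjusted p 0.0444). There the immune-like class, at 621 ± 246 CPM, was among the other classes. Without that class, a fit chosen after seeing the data, the value was -0.06 (edgeR adjusted p 0.804). That fit kept the erythroid-like class. Limited there to classes with at least 100 cells, which leaves out both, it was -0.13 (edgeR adjusted p 0.267). Mural-like against stroma-like cells gave 0.22 (SE 0.16, edgeR adjusted p 0.530), with the libraries at -0.01 and 0.37. At 3000 UMIs it was 0.36 (edgeR adjusted p 0.212), with the libraries at 0.51 and 0.21. There it came closest to the threshold with only the 2 classes compared, at 0.40 (edgeR adjusted p 0.05002). With pooled haemoglobin subtraction there it was 0.08 (edgeR adjusted p 0.874). Nephron progenitor-like cells were higher than the mean of the other classes by 0.71 (SE 0.089, edgeR adjusted p 2.0e-05), in both libraries.

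Foxd1 (ENSMUSG00000078302, plus strand of chromosome 13 from 98354242 to 98359305) locates the Cre driver. It stood at 110 ± 31.9 CPM (SD, n = 2) in stroma-like cells, from 55 and 337 counts. Its log2 fold change there against the mean of the other classes was 4.39 (SE 0.18, edgeR quasi-likelihood with Benjamini-Hochberg adjusted p 2.7e-09), higher in both libraries. Replicate 1 alone gave 3.73 and replicate 2 alone 4.58. The fits that gave a value called it in every case, from 2.11 at Leiden resolution 2 to 7.47 at 3000 UMIs with pooled haemoglobin subtraction. Podocyte-like cells had more, 222 and 172 CPM, with a log2 fold change of 5.29 (SE 0.15, edgeR adjusted p 7.3e-12). Nephron progenitor-like and early nephron-like cells had 24.8 ± 1.86 and 23.0 ± 1.13 CPM. Mural-like cells had 21.003 ± 5.68 CPM, below stroma-like cells by -2.50 (SE 0.25, edgeR adjusted p 0.00016). The call was lost at Leiden resolution 2, at -2.60 (edgeR adjusted p 0.0841), and with pooled haemoglobin subtraction, at -2.86 (edgeR adjusted p 0.284). Over all alternatives the adjusted p ran from 7.5e-26 to 0.284. At 3000 UMIs the difference was -4.03, and mural-like cells had 5.07 ± 1.02 CPM and stroma-like cells 84.1 ± 23.6 CPM. Loop of Henle or distal tubule-like, proximal tubule-like, endothelial-like and ureteric or collecting duct-like cells lay between 0.556 and 0.985 CPM. Whether these counts come from free RNA, misplaced cells or low expression was not tested.

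**Figure D3:**
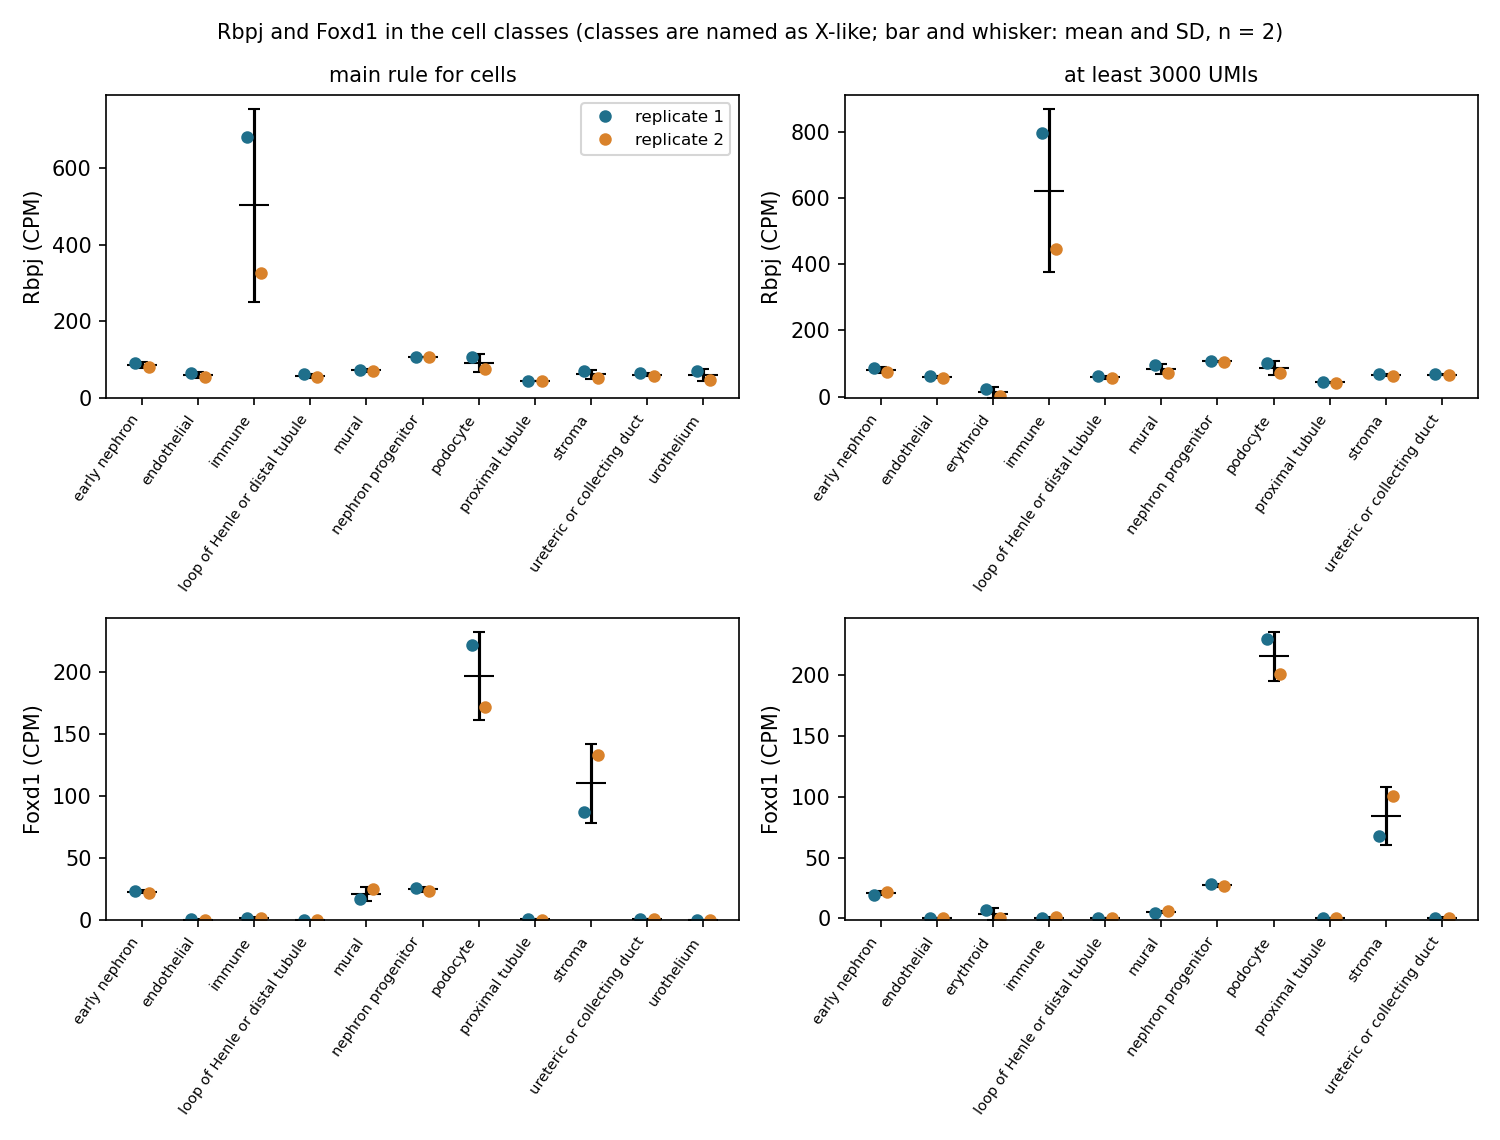
Rbpj and Foxd1 (CPM of summed counts) in each class under both rules for cells; points are libraries, and bars with whiskers are the mean and SD of n = 2. Rbpj was highest in immune-like cells at 503 CPM under the main rule, and Foxd1 in podocyte-like cells at 197 CPM and stroma-like cells at 110 CPM.

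Expression of the Notch list was then compared between classes. Of 342 tests over 9 classes, 188 passed the threshold over all tested genes, 104 higher and 84 lower than the mean of the other classes, and 195 when adjusted over the list alone. Calls per class ranged from 15 in mural-like to 26 in proximal tubule-like cells. The alternative that moved the total most was pooled haemoglobin subtraction, with 78. At 3000 UMIs the same 9 classes gave 176 calls, in a fit that also held the immune-like and erythroid-like classes. Limited there to classes with at least 100 cells, which are these 9, the fit gave 219 calls in 351 tests. Of the 176 calls, 144 were called under both rules, 142 in the same direction. Hey1 in loop of Henle or distal tubule-like cells and Mfng in stroma-like cells had opposite directions.

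Of the endothelial-like cells' genes, Dll4 was higher by 6.54, Mfng by 6.48 and Dlk1 by 5.81 on the log2 scale. Dlk1 differed between the libraries, at 286 and 121 CPM, and fell to -0.91 without a call when the doublet rate was doubled. In early nephron-like cells Hes5 was higher by 5.96, Dll1 by 4.0025 and Hey1 by 3.52. Podocyte-like cells had no count of Hes5, so the size of each Hes5 fold change against the other classes is unstable. At 3000 UMIs the value in early nephron-like cells was 6.84. In nephron progenitor-like cells Dtx1 was higher by 2.73 and Maml2 lower at -1.94. Dll4 had 5 counts there, with a fitted log2 fold change of -2.82. It was 47.3-fold below the mean CPM of the other classes (counting interval 20.3 to 146), a mean carried by endothelial-like cells at 65.0 and 46.9 CPM. Mural-like cells had higher Dlk1 at 3.51, Notch3 at 2.68 and Hes5 at 3.14. The Hes5 value rested on 20 and 11 counts and was -0.68 without a call at 3000 UMIs, where 1 and 0 counts were found. Notch3 was 4.82 at 3000 UMIs. Loop of Henle or distal tubule-like cells had higher Hes5 at 2.93, which was 6.22 at 3000 UMIs and 0.54 without a call with at least 1000 genes, and lower Mfng at -2.53 and Lfng at -2.27. Lfng was 0.40 without a call at 3000 UMIs. Proximal tubule-like cells were lower in Hey1 at -3.38, Notch3 at -3.31 and Hes1 at -2.84. In ureteric or collecting duct-like cells Dlk1 was lower at -2.48 and Hey2 at -2.45. Mfng had 6 counts there, with a fitted log2 fold change of -2.92. It was 47.9-fold below the mean CPM of the other classes (counting interval 22.0 to 131), again carried by endothelial-like cells at 62.8 and 66.3 CPM. Podocyte-like cells had no count of Nrarp or Hes5 in 4058610 UMIs, at least 19.0-fold and 6.88-fold below the mean CPM of the other classes. Heyl had 3 counts, 31.4-fold below (counting interval 10.7 to 152). At 3000 UMIs, Nrarp and Hes5 in podocyte-like, Hey1 in proximal tubule-like and Hey2 in ureteric or collecting duct-like cells had no call. In each of these fits at least 1 class had no count of the gene, which leaves the mean of the other classes without a stable value.

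Stroma-like cells gave 16 calls, 5 higher and 11 lower, and also 16 when adjusted over the list alone. At 3000 UMIs there were 22 calls, 12 higher and 10 lower, and 23 when adjusted over the list alone. Of them 11 were shared. Dlk1 was higher by 2.54 (SE 0.53, edgeR adjusted p 0.00207), from 11 and 75 counts, and by 4.57 at 3000 UMIs. Jag1 was lower at -2.39 (SE 0.36, edgeR adjusted p 0.000175), from 4 and 17 counts, and at -1.81 at 3000 UMIs. Dll1 had 0 and 1 counts, 31.1-fold below the mean CPM of the other classes (counting interval 5.58 to 1227), and no call at 3000 UMIs. At Leiden resolution 2 Jag1 was 0.22 and Dll1 0.88, neither called.

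Mural-like and stroma-like cells were compared directly. In which classes the Foxd1-driven Cre had acted was not measured. Of 38 Notch list genes 6 passed the threshold, all higher in mural-like cells, and 11 when adjusted over the list alone. The mural-like classes of the 2 rules share few cells, as given above, so the calls at 3000 UMIs concern a different set of cells. Of the main mural-like cells, 39 and 17 were removed as doublets at 3000 UMIs. There 12 of 39 passed, 11 higher and 1 lower, including the same 6 in the same direction. With at least 1000 genes 16 passed, and without the library block 3 passed. Nrarp (ENSMUSG00000078202, chromosome 2 from 25180758 to 25183339) was 17.1 ± 8.67 CPM (SD, n = 2) in mural-like and 2.17 ± 0.824 CPM in stroma-like cells. Its log2 fold change was 2.84 (SE 0.38, edgeR quasi-likelihood with Benjamini-Hochberg adjusted p 0.00176). The stroma-like value rested on 1 and 7 counts. Jag1 (ENSMUSG00000027276, chromosome 2 from 137081456 to 137116644) was 48.6 ± 2.11 and 6.53 ± 0.231 CPM, a log2 fold change of 2.76 (SE 0.39, edgeR adjusted p 0.00197). Notch3 (ENSMUSG00000038146, chromosome 17 from 32120820 to 32166852) was 73.9 ± 5.90 and 17.4 ± 4.35 CPM, a log2 fold change of 1.86 (SE 0.30, edgeR adjusted p 0.00425). Each was higher in both libraries. At 3000 UMIs the fold changes were 6.60, 3.58 and 2.71.

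**Figure D4:**
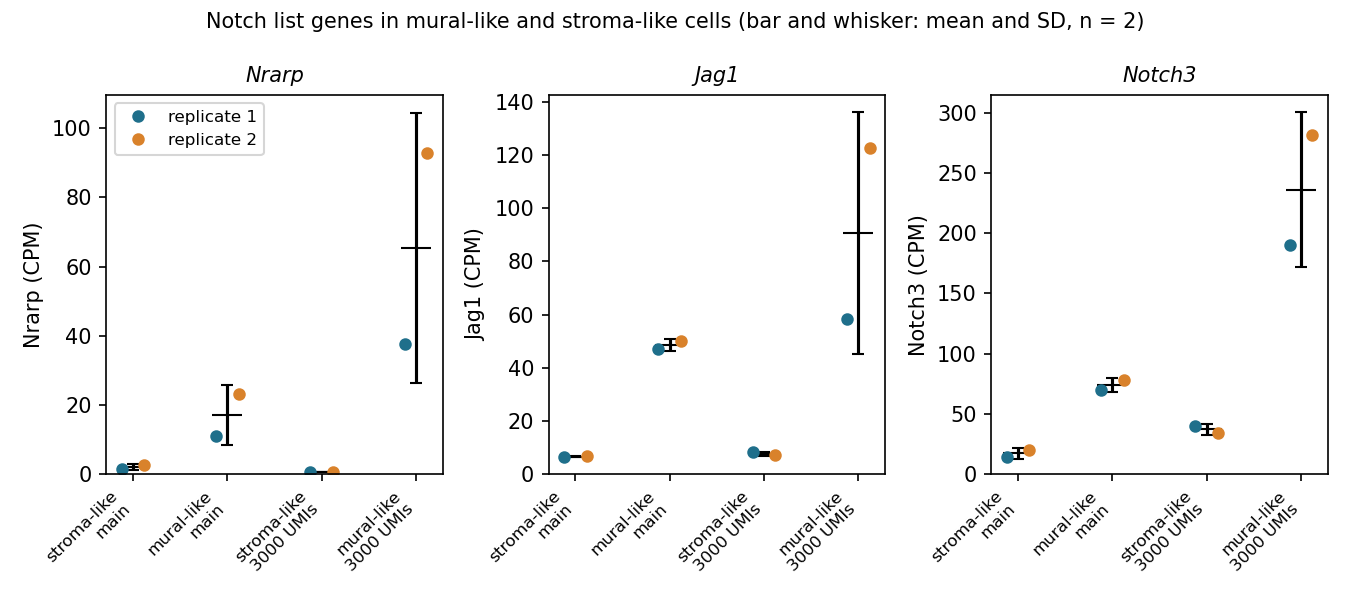
Nrarp, Jag1 and Notch3 (CPM of summed counts) in stroma-like and mural-like cells under both rules for cells; points are libraries, and bars with whiskers are the mean and SD of n = 2. In each panel both mural-like points lie above both stroma-like points of the same rule.

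Proliferation was compared between the nephron progenitor-like and stroma-like compartments. The share of cells with at least 3 cell cycle UMIs after thinning was 97.6% of 287 cells (exact 95% interval 95.04 to 99.01) and 97.7% of 220 (94.8 to 99.3) in nephron progenitor-like cells. In stroma-like cells it was 100% of 23 (85.2 to 100) and 98.6% of 74 (92.7 to 99.97). The mean difference was -1.68 percentage points, within counting error in both libraries, and the measure was near its ceiling. Without thinning all 4 values were 100%. Thinned to 1000 UMIs per cell, farther from the ceiling, stroma-like cells had 95.7% (78.1 to 99.9) and 86.5% (76.5 to 93.3), against 83.6% (78.8 to 87.7) and 75% (68.7 to 80.6) in nephron progenitor-like cells. They were higher in both libraries, with overlapping intervals. Podocyte-like cells, which have left the cell cycle, had 53.2% and 50% at median depths of 41411 and 46829 UMIs. This background shows that the measure counts far more than dividing cells. The median depths were 36567 and 37106.5 UMIs in nephron progenitor-like and 24692 and 30137 UMIs in stroma-like cells. At 3000 UMIs the direction changed: 92.5% and 90.9% of nephron progenitor-like against 82.5% and 82.2% of stroma-like cells, over a podocyte-like background of 54.2% and 58.6%. With 1000 UMIs per cell the values there were 69.4% and 62.3% against 53.04% and 53.7%, over a podocyte-like background of 18.1% and 17.3%. The unthinned values there were 100% in nephron progenitor-like cells of both libraries and 99.7% and 99.8% in stroma-like cells.

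Of 93 cell cycle genes, 56 differed between nephron progenitor-like and stroma-like cells, 2 higher and 54 lower in nephron progenitor-like cells, and 60 when adjusted over the list alone. At 3000 UMIs 30 differed, 8 higher and 22 lower, and 26 when adjusted over the list alone. The 24 genes called under both rules had the same direction. At 3000 UMIs most calls were thus lower in nephron progenitor-like cells, although their share of cells with cell cycle UMIs was higher there. The fit uses summed counts, in which deep cells weigh most, whereas the share counts each cell equally. The gene calls therefore do not show which class held more dividing cells. DESeq2 size factors gave 2 higher and 59 lower under the main rule. The alternative that moved the count most was 3000 UMIs with pooled haemoglobin subtraction, with 5 calls. Gas2l3 was lower in nephron progenitor-like cells at -2.37 (SE 0.26, edgeR adjusted p 2.0e-05), Aurka at -2.30 (SE 0.23, edgeR adjusted p 7.8e-06) and Kif23 at -2.05 (SE 0.25, edgeR adjusted p 4.5e-05), each in both libraries. At 3000 UMIs the values were -0.95, -1.02 and -0.72.

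The stress list summed to 365 and 414 CPM in stroma-like and 447 and 498 CPM in mural-like cells. It was lowest in proximal tubule-like cells at 323 and 385 CPM. Podocyte-like cells had 1094 and 1042 CPM, and urothelium-like cells, with 8 cells per library, 1096 and 515 CPM. With 3000 UMIs the stress list summed to 422 and 435 CPM in stroma-like, 526 and 627 CPM in mural-like, 325 and 355 CPM in proximal tubule-like and 1214 and 1170 CPM in podocyte-like cells.

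Between the libraries, 346 of 7962 genes in stroma-like cells were at least 2-fold apart, 142 higher in replicate 1 and 204 in replicate 2. Simulated pairs with equal proportions gave a median of 56.5 genes and at most 70. At least 200 counts in both libraries together moved the count most, to 62. At 3000 UMIs 350 of 13019 genes were apart, 238 higher in replicate 1 and 112 in replicate 2, against a simulated median of 8 and at most 15. Under the main rule AA465934 had 0 and 176 counts, Gm10320 0 and 143 counts and Slc16a7 0 and 54 counts, at least 14.5-fold, 11.8-fold and 4.45-fold higher in replicate 2. Higher in replicate 1 were Il11ra1 at 97.1 and 13.8 CPM, Hist2h2ac at 221 and 34.3 CPM and Angpt1 at 71.6 and 11.03 CPM. Hist2h2ac belongs to a histone family and Il11ra1 to a gene family with near-identical copies, so their counts are uncertain. At 3000 UMIs Gm10320 had 0.534 and 64.4 CPM, AA465934 1.69 and 50.5 CPM, and Ccl19_ENSMUSG00000071005 0.711 and 6.91 CPM. Hba-x, Upk3b and Krt14 had 162, 68 and 58 counts in replicate 1 and 0 in replicate 2, at least 77.2-fold, 32.4-fold and 27.6-fold higher.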

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

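Combinations of 3000 UMIs with another choice and fits without the immune-like class were chosen only after the results were seen. The naming rule and the haemoglobin scaling in use were also chosen then, and the versions tried first, the first naming rule and pooled haemoglobin, are given as alternatives. Some alternatives gave no value for some results. No doublet removal, Leiden resolution 0.5 and the first naming rule formed no stroma-like class to fit. Clustering each library alone formed it in replicate 1 only. Under the main rule, fits limited to classes with at least 100 cells left that class out. Replicate 2 clustered alone held an erythroid-like class of 67 cells, 4.28%. Leiden resolution 2 named 36 and 78 cells erythroid-like, beside 37 and 62 stroma-like cells. How far these erythroid-like cells overlap the main stroma-like class was not tested. Counts of calls have no value without a replicate, since 1 library leaves no test. Gene values without a replicate are differences within the remaining library, not new fits.

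The number of cells kept per library, 1608.5 on average, became 4902 with at least 1000 genes, 4674 at 3000 UMIs and 1283.5 at most 10% mitochondrial UMIs. Changes in doublet removal moved it by less than its spread. The first 2 of these rules admit shallower cells.

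Shares of cells moved beyond 1 SD in 11 classes, and the SD of 2 libraries is itself uncertain. With at least 1000 genes the mean shares were 12.9% endothelial-like, 2.59% immune-like, 12.4% loop of Henle or distal tubule-like, 3.998% mural-like, 12.2% nephron progenitor-like, 5.78% podocyte-like, 6.57% proximal tubule-like, 22.9% stroma-like, 5.01% ureteric or collecting duct-like and 0.312% urothelium-like. At 3000 UMIs they were 13.4% endothelial-like, 2.33% immune-like, 14.1% loop of Henle or distal tubule-like, 4.08% mural-like, 12.5% nephron progenitor-like, 4.93% podocyte-like, 5.97% proximal tubule-like, 20.2% stroma-like and 4.77% ureteric or collecting duct-like. The first naming rule at 3000 UMIs gave the same shares for these classes, apart from loop of Henle or distal tubule-like cells. At most 10% mitochondrial UMIs gave 3.33% immune-like, 2.23% mural-like, 10.2% proximal tubule-like, 7.86% stroma-like, 9.63% ureteric or collecting duct-like and 0.587% urothelium-like cells.

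No doublet removal gave 14.7% early nephron-like, 7.86% endothelial-like, 2.07% immune-like, 11.6% nephron progenitor-like and 9.46% ureteric or collecting duct-like cells. The doubled doublet rate gave 7.25% endothelial-like, 1.94% immune-like, 14.6% loop of Henle or distal tubule-like, 1.77% mural-like, 11.7% nephron progenitor-like, 6.59% stroma-like and 9.58% ureteric or collecting duct-like cells. Leiden resolution 0.5 gave 14.7% early nephron-like, 1.21% endothelial-like, 16.1% proximal tubule-like and 7.48% ureteric or collecting duct-like cells. Resolution 2 gave 1.84% mural-like, 11.6% nephron progenitor-like, 3.95% podocyte-like and 10.99% ureteric or collecting duct-like cells. Each library clustered alone gave 2.91% mural-like, 11.02% ureteric or collecting duct-like and 0.256% urothelium-like cells, with mural-like cells in replicate 2 only. The first naming rule gave 1.21% endothelial-like cells. The cause was not tested for the changes with doublet removal, resolution or separate clustering. Without a replicate the shares are those of the other library: from 7.23 to 12.2% early nephron-like, from 8.25 to 8.95% endothelial-like, from 0.968 to 1.09% immune-like, from 15.7 to 20.7% loop of Henle or distal tubule-like, from 4.78 to 6.14% mural-like, from 14.1 to 17.4% nephron progenitor-like, from 1.66 to 2.84% podocyte-like, from 13.5 to 15.7% proximal tubule-like, from 1.39 to 4.73% stroma-like, from 12.1 to 13.9% ureteric or collecting duct-like and from 0.484 to 0.512% urothelium-like cells.

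Rbpj in stroma-like cells kept its lower direction in the fitted value of every alternative that gave one, and its call depended on the setting. It passed the threshold with at least 1000 genes at -0.36, at 3000 UMIs at -0.38, at most 10% mitochondrial UMIs at -0.34 and with the doubled doublet rate at -0.31. At 3000 UMIs it also passed with the first naming rule at -0.38, with DESeq2 size factors at -0.37 and with the DESeq2 Wald test at -0.37. Other fits there that included the immune-like class did not pass. They were no filter on low counts (-0.34, edgeR adjusted p 0.0624), no replicate block (-0.39, 0.123) and other classes weighted by cells (-0.23, 0.207). Ambient RNA subtracted (-0.32, edgeR adjusted p 0.0994) and pooled haemoglobin subtraction (-0.27, 0.423) did not pass either. Without a replicate it ran from -0.37 to -0.10. Without the immune-like class it was -0.061 at 3000 UMIs, -0.08 with at least 1000 genes, -0.21 at most 10% mitochondrial UMIs and -0.19 with the doubled doublet rate, and passed in none of these 4 fits. Their unadjusted p-values ranged from 0.0493 to 0.608 in edgeR's quasi-likelihood test. In the fit at 3000 UMIs without that class the libraries had opposite directions, -0.13 and 0.13. That fit kept the erythroid-like class. With classes of at least 100 cells there, which leaves out both, the value was -0.13 (edgeR adjusted p 0.267). The libraries were then at -0.14 and -0.11. Foxd1 in stroma-like cells stayed higher and past the threshold in every alternative with a test, and ran from 3.73 to 4.58 without a replicate.

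The 188 Notch pathway calls over all classes, in 342 tests, became 78 with pooled haemoglobin subtraction, in 342 tests. With the same 342 tests over 9 classes, DESeq2 size factors gave 189, the Wald test 205, no replicate block 160, other classes weighted by cells 192 and ambient RNA subtracted 184. The remaining alternatives made from 228 to 440 tests over 6 to 11 classes and gave from 127 to 263 calls, so their totals are not compared directly. At 3000 UMIs with pooled haemoglobin there were 127 calls in 429 tests. Classes of at least 100 cells at 3000 UMIs were the 9 classes of the main fit, with 219 calls in 351 tests. For mural-like against stroma-like cells, whose cells differ between the rules, 6 calls became 16 with at least 1000 genes, and 12 at 3000 UMIs under either naming rule. At 3000 UMIs there were also 12 with DESeq2 size factors, 14 with the Wald test, 14 with no filter on low counts, 12 with no replicate block, 15 with classes of at least 100 cells, 13 with either ambient subtraction and 13 with only the 2 classes compared. The main rule gave 3 without the block of libraries, which leaves the difference between libraries in the error, and 0 with pooled haemoglobin subtraction, where 9 genes had an unadjusted p under 0.05. Pooled haemoglobin took away every count of mural-like cells in replicate 1.

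The 56 cell cycle gene calls of nephron progenitor-like against stroma-like cells became 21 with at least 1000 genes, 6 higher and 15 lower, and 30 at 3000 UMIs. At 3000 UMIs there were 31 with the first naming rule, 33 with DESeq2 size factors, 31 with the Wald test, 31 with no filter, 10 with no replicate block, 31 with ambient RNA subtracted and 5 with pooled haemoglobin subtraction. Fits with classes of at least 100 cells gave 40 there and fits of only the 2 classes 56. The difference in the cycling share, -1.68 points, reversed to 9.15 with at least 1000 genes, 9.31 at 3000 UMIs under either naming rule and 1.92 at Leiden resolution 2. It moved to -5.09 at most 10% mitochondrial UMIs, -5.15 with the doubled doublet rate, -11.8 with 1000 UMIs per cell, -6.79 with at least 5 cell cycle UMIs and 0 with no thinning, where every cell passed. Without a replicate it ran from -2.44 to -0.92. The direction therefore depends on the rule for cells, and no direction is claimed for it. The change at resolution 2 is one of a measure near its ceiling and decides nothing.

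Of genes apart between the libraries, 346 became 524 with the doubled doublet rate and 540 at Leiden resolution 2, where the cause was not tested. With at least 200 counts it became 62, as fewer genes were counted.

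Of 33 named gene results, 6 kept direction and call in every alternative with a test or moved within their spread, and 27 changed in at least 1. Values reversed in 25 cases, none past the threshold, and in 21 of these a class had no count of the gene. Values lost their call in 96 cases, 72 with such a class. A class without counts makes the mean of the other classes on the log scale unstable. For the rest the cause was not tested. The other 32 changes were values without a replicate, and 702 values stayed the same in direction and call.

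Hes5 in mural-like cells reversed to -0.996 with at least 1000 genes, -0.68 at 3000 UMIs, -5.48 at most 10% mitochondrial UMIs, -5.40 with the doubled doublet rate and -5.68 at Leiden resolution 2. At 3000 UMIs it was -0.65 with the first naming rule, -0.62 with size factors, -1.81 with the Wald test, -0.76 with no filter, -0.68 with no replicate block, -1.89 with classes of at least 100 cells or weighted by cells, -0.66 with ambient RNA subtracted and -3.50 with pooled haemoglobin. Lfng in loop of Henle or distal tubule-like cells reversed at 3000 UMIs to 0.40, and there to 0.24 with the first naming rule, 0.37 with size factors, 0.42 with no filter, 0.40 with no replicate block, 0.42 with ambient RNA subtracted and 1.16 with pooled haemoglobin. Hes5 in podocyte-like cells was 0.39 at 3000 UMIs with pooled haemoglobin. Dlk1 in endothelial-like cells was -0.91 with the doubled doublet rate. At Leiden resolution 2, Dll1 was 0.88 and Jag1 0.22 in stroma-like cells.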

Other observations

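The tests of the depth of stroma-like cells, of their cell cycle UMIs and of the depth of replicate 2 were chosen only after the results were seen. The design names no second group, so no biological explanation was tested for any pattern here.

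Stroma-like cells were far rarer among the deepest barcodes than at 3000 UMIs, 3.06% against 20.2% on average. With the names given at 3000 UMIs held, stroma-like cells made up 2.28% and 7.38% of the cells above the main threshold, a mean of 4.83%. Only 3.74% and 11.9% of stroma-like cells, with medians of 11279 and 16328.5 UMIs, lay above it. This scarcity may therefore account for most of the lower share. Median depth alone does not set it. Endothelial-like cells, with medians of 10901.5 and 13306 UMIs, had 19.7% and 20.6% above the threshold. Podocyte-like cells, at 8921 and 13320 UMIs, had 14.2% and 14.8%, and immune-like cells, at 9806.5 and 10056 UMIs, had 5.63% and 11.25%. The scarcity of deep stroma-like cells does not account for all of the lower share, since 60 of the 145 above the threshold were named mural-like under the main rule. Mural-like cells were about as shallow, at 10654 and 13698 UMIs, and made up a mean of 1.36% above the threshold with names held, against 5.46% under the main rule. Whether low RNA content or poor recovery made the cells shallow stays open.

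Thinned to 1000 UMIs per cell, the cycling share of stroma-like cells was higher than that of nephron progenitor-like cells under the main rule, 95.7% and 86.5% against 83.6% and 75%, and lower at 3000 UMIs. The share at 2000 UMIs per cell is near its ceiling and decides nothing here. Deep stroma-like cells may be richer in cell cycle UMIs. With the names given at 3000 UMIs held, the median of thinned cell cycle UMIs, which has no such ceiling, was 38 and 23.5 in stroma-like cells above the main threshold and 5 in both libraries below it, a mean gap of 25.75. In nephron progenitor-like cells it was 14 and 10 above and 6 and 5 below, gaps of 8 and 5. The cells above the threshold are those that the main rule can keep, so these gaps largely restate the pattern. They show only that it remains when names do not change, and are no separate test of its cause. Doublets with nephron progenitor-like cells would bring Six2 and Cited1. These rose in stroma-like cells from 3.97 and 2.74 CPM below the threshold to 25.95 and 9.05 CPM above it, the direction that such doublets would give. They remained at 4.18% and 1.41% of the level in nephron progenitor-like cells, whose medians of cell cycle UMIs were also lower, which argues against these doublets as the whole cause. A contribution from them stays open. Six2 and Cited1 were also naming markers, and barcodes removed as doublets at 3000 UMIs were not in these groups. The values therefore cover only cells that kept the stroma-like name. The groups above the threshold held 35 and 110 stroma-like cells. Doublets of 2 stroma-like cells, or with other classes, were not tested.

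Nephron progenitor-like and early nephron-like cells together made up more of replicate 1, 29.6% against 21.3%. The difference was 8.29 points under the main rule (counting interval 5.30 to 11.3). It was 8.99 at 3000 UMIs (7.33 to 10.7) and 8.61 with at least 1000 genes (6.94 to 10.3). It therefore did not hinge on the rule for cells. Whether the deeper barcodes of replicate 2 were the cause cannot be decided from this, since no rule matched the depth of the libraries. Median depth in replicates 1 and 2 was 14730.5 and 19784 UMIs at 3000 UMIs, and 41411 and 39857 UMIs under the main rule. The size of the difference depends on the clustering: with each library clustered alone it was 3.95 points (1.09 to 6.80), and nephron progenitor-like cells alone were then lower in replicate 1, at 12.9% against 14.4%. Depth stays open. Dissection, dissociation and differences between the kidneys stay open too, untested.

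In stroma-like cells 350 genes were at least 2-fold apart between the libraries at 3000 UMIs, against at most 15 in 100 simulated pairs. The pairs hold counting noise alone, so the comparison decides nothing about the cause. Handling, dissociation, batch and differences between animals stay open, as the labels separate none of them.

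Rbpj in stroma-like cells passed the threshold under settings whose fits included an immune-like class, but not in every such fit. That class may raise the mean of the other classes: leaving it out at 3000 UMIs gave -0.061, from -0.38 with it. The erythroid-like class stayed in that fit, and without both classes the value was -0.13, lower in both libraries. The main fit, which held no immune-like class, gave -0.28. The size of the effect of the immune-like class is therefore uncertain. In libraries of 1 genotype this says nothing about recombination of the conditional allele.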
